A study of Homo sapiens with 6 samples. Its data were reported in "Long Noncoding RNA MALAT1 Controls Cell Cycle Progression by Regulating the Expression of Oncogenic Transcription Factor B-MYB" (2013).

How the data were processed

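WI38 human diploid lung fibroblasts had received control or MALAT1 antisense oligonucleotides at 100 nM in 2 transfections 24 h apart, and 100 ng of total RNA per sample went onto Affymetrix exon arrays: 2 arrays with AS1, 2 with AS2 and 2 with the control oligonucleotide (Ctr). Groups and replicate numbers come from the sample titles. The deposited table holds log2 values from RMA for 232479 exon probesets on the 6 arrays, made by the authors with RMA and Partek, whose versions are not given in the sources used here. The values were used as deposited. Arrays have no read depth, and their number is what limits precision here.

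Probesets were tied to genes by the symbols of the GEO platform, which can be old. Of the probesets, 216780 carry 1 symbol, 2335 several and 13364 none, and 16573 genes have at least 1 probeset of their own. A gene's value on an array is the mean of the probesets that name that gene alone, and the 15417 genes with at least 3 were tested. A current human gene table served only for present names and neighbours: 13289 of the tested symbols are current, 2126 are synonyms only and 2 are neither. The genome build of the platform is not given in the sources used here, and no positions are used other than the order of genes and probesets.

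Genes were compared in limma with one fit to all 6 arrays and 3 groups, which leaves 3 residual degrees of freedom before moderation (prior degrees of freedom 7.45). The contrasts were AS1 against Ctr, AS2 against Ctr, the mean of both against Ctr, and AS2 against AS1. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all genes, and with both oligonucleotides when called in each with the same sign. Every adjusted p for a gene or probeset is from limma, with a standard error where ± stands. Agreement of AS1 and AS2 was measured as a correlation across genes, beside 100 simulations of unchanged groups that share their controls. Unequal probeset changes were tested with the F test of limma diffSplice per gene, and its t test per probeset, on probesets at or above the 25th percentile of brightness over all 6 arrays, in genes with at least 3 of these whose mean lies at or above the median (50th percentile) of gene means over all probesets. As the mean of the kept probesets is set against a median that includes dim ones, 9688 genes passed, and a filter on the mean of all probesets of a gene, added after the results were seen, kept 7844. The splicing index, a probeset minus its gene on the same array tested in limma, was an alternative.

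Gene lists were tested with limma camera at a preset correlation between genes of 0.01, adjusted over the 25 lists within each contrast, and again with an estimated correlation. The lists hold 906 measured genes: the genes reported as higher and lower on the study's Illumina arrays of the same treatment, mitosis and G2/M, DNA replication and G1/S, the E2F, RB, MYB and FOXM1 factors, p53 targets, CDK inhibitors and senescence-associated secretion, DNA damage response and repair, SR and hnRNP proteins, sterol and fatty acid synthesis, the ATF4 response, endoplasmic reticulum chaperones, interferon response, immediate early genes, extracellular matrix, contractile and fibroblast markers, histones, chromatin and nuclear envelope, nuclear noncoding RNAs, ribosomal proteins, reference genes, and epithelial, endothelial and leukocyte markers. Fisher's exact test of the lists among genes with unequal probeset changes, against all genes tested, takes no account of changes in level and is not used for a claim.

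The groups, contrasts, thresholds, lists, alternatives and the rule for named genes were chosen before the data were examined. That rule names MALAT1, up to 6 members per list in order of the size of the mean change, 11 genes that the study discusses, the 10 highest and 10 lowest genes called with both oligonucleotides, the 5 highest and 5 lowest among those differing between AS2 and AS1, and the 10 genes of smallest F test p with their probeset of smallest p. MYBL2, CENPE and CTAGE5 are also named for their probesets. The members that moved against their list (CDK2, XRCC4, PHGDH, SC5DL, PRRX1, IL18, FAM119A and TGM2), the CDK inhibitors CDKN2A, CDKN2B and CDKN2C, and IGFBP5 were named after their values were seen. Camera for AS2 against AS1, a list of NRF2 targets, contrasts between arrays of one group, and a block of arrays by their first quartile were also added after the data were seen.

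Alternatives were the median of probesets, brighter probesets or genes only, at least 1 probeset per gene, quantile normalization again, centring on the array median, the methods' ANOVA without moderation, the methods' threshold (over 2-fold, unadjusted p under 0.001), the trend and robust options of limma, the replicate number as a block, fits to only the groups compared, and each array left out in turn. For probeset changes they were the Simes test, no filter on dim probesets, filters at the 50th percentile, only genes changed under 2-fold, and the splicing index. The steps were tested on simulated data of the same size and design, with noise drawn independently for each gene or probeset. Variation that real arrays share across genes is absent from the simulated data, so false calls may be more frequent on the real arrays. Of 50 genes each changed 2-, 3- or 4-fold all 50 were called with both oligonucleotides, of 50 changed 1.5-fold 19 were, and of 15217 unchanged genes 1 was. The F test recovered 195 of 200 genes with 1 changed probeset with 7 false calls, the splicing index 193 with 1, and the probeset test 199 with 49. A list of 50 genes shifted by 0.5 was called by camera with the preset (adjusted p = 3.48e-86) and with the estimated correlation (adjusted p = 0.00712), and 0 of the unshifted lists were. Probesets without a single symbol were left out of the gene tests. Analyses ran in R 4.3.3 with limma 3.58.1 and version 1.17.8 of data.table, and plots in Python 3.11.15 with matplotlib 3.10.9.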

Results

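MALAT1, a nuclear noncoding RNA, was lowered in WI38 human lung fibroblasts with 2 antisense oligonucleotides, AS1 and AS2, and each was set against a control oligonucleotide (Ctr) on exon arrays, 2 arrays per group. The 6 arrays hold log2 values for 232479 exon probesets: 216780 carry 1 gene symbol, 2335 several and 13364 none. A gene's value is the mean of the probesets that name it alone, and the 15417 genes with at least 3 of these (median 11) were compared. Array medians lay between 7.34 and 7.36. Across probesets, arrays of one group correlated at 0.985 (AS1), 0.987 (AS2) and 0.984 (Ctr), AS1 with AS2 arrays at 0.978 to 0.986, and oligonucleotide with Ctr arrays at 0.959 to 0.968. With 2 arrays per group, p-values measure only the spread between these samples, since nothing says whether they come from separate cultures.

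MALAT1 was lower on each of the 4 oligonucleotide arrays than on either Ctr array. Its mean value was 9.23 and 7.82 on the AS1 arrays, 8.19 and 8.13 on the AS2 arrays, and 12.005 and 11.969 on the Ctr arrays. MALAT1 fell by 3.46 on the log2 scale with AS1 (limma adjusted p = 0.000115) and by 3.82 with AS2 (adjusted p = 4.2e-05), with a mean of -3.64 ± 0.29 (standard error, 2 arrays per group). All 11 MALAT1 probesets were lower, by 6.10-fold to 22.3-fold in the mean of both oligonucleotides, and 10 of them passed the test with both. The remaining one, 3335178, had an adjusted p of 0.0501 with AS2. Its neighbours in probeset order, 3335176 and 3335177, were at -2.87 and -2.92 with AS1 and at -4.39 and -4.91 with AS2, while 3335178 was at -3.54 and -2.06. These differences between the oligonucleotides did not pass the test (adjusted p = 0.463, 0.303 and 0.534).

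**Figure D1:**
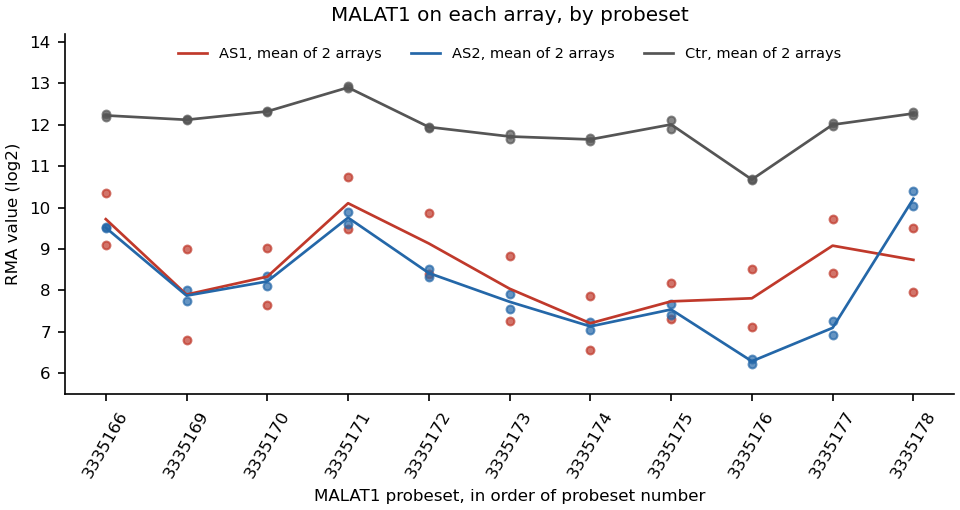
MALAT1 on each array, by probeset. Points are arrays and lines are means of 2 arrays. All 11 probesets are lower with AS1 and AS2 than with Ctr, and 3335176, 3335177 and 3335178 are the ones where the lines of the oligonucleotides lie furthest apart.

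The first comparison asks which genes changed with both oligonucleotides against Ctr. Among the genes that fell most were DLGAP5 (-2.88 ± 0.15, mean log2 change of both), a spindle protein, BUB1B (-2.21 ± 0.17), a spindle checkpoint kinase, the innate immunity pentraxin PTX3 (-3.19 ± 0.16), the chemokine CCL2 (-2.10 ± 0.12), the DNA translocase HLTF (-2.10 ± 0.16) and SYT1 (-2.19 ± 0.14), a calcium sensor of secretory vesicles. GPR155 (-2.67), SLC7A14 (-2.29) and FAM111B (-2.26) complete the 10 lowest with MALAT1. The 10 that rose most were C2orf61 (3.91 ± 0.12, now STPG4), the tubulin carboxypeptidase AGBL2 (3.63 ± 0.12), the actin-binding protein AVIL (3.41 ± 0.11), ALS2CR12 (3.12, now FLACC1), the interferon-induced IFIT2 (3.09), TTC23L (3.02), the haem-degrading enzyme HMOX1 (2.81 ± 0.11), ACRC (2.80, now GCNA), ZNF578 (2.73) and SLC16A14 (2.64). Of these top 10, 9 were dim in control cells (in the lowest 33.3% of genes by Ctr level), HMOX1 being the exception, so the sizes and the order of their rises are uncertain.

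In all, 3082 of the 15417 genes were called with AS1 (1822 higher, 1260 lower) and 3224 (20.9%) with AS2 (1792 higher, 1432 lower) at a limma adjusted p under 0.05. Both oligonucleotides called 2293 genes with the same sign, 1315 higher and 978 lower, of which 234 rose and 166 fell over 2-fold with each. Another 4 were called with opposite signs and 1712 with one oligonucleotide only. The mean of both called 3827 genes (24.8%, 2180 higher and 1647 lower). At the thresholds that the methods give for the exon arrays, over 2-fold and an unadjusted p under 0.001, the limma test called 319 higher and 206 lower with AS1, and 357 and 280 with AS2, and an ANOVA without moderation, nearer to the methods, 78 and 27 with AS1 and 104 and 43 with AS2. Without AS2 replicate 2, 1259 genes were called with AS2, 2551 in the mean and 1019 with both, and without AS2 replicate 1, 1774 with AS2 and 1433 with both. Leaving out an array also takes the spread of its group out of the fit, and the counts do not separate these effects.

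Across genes, the changes with AS1 and AS2 correlated at r = 0.877 (rank correlation 0.821), and 81.7% of genes had the same sign. Both contrasts share the Ctr arrays, so unchanged groups simulated with the same sharing gave r = 0.501 and 66.7% on average over 100 simulations. The covariance was 0.169 against 0.0115 simulated, an excess of 0.158. Part of it may still come from the shared controls, as no separate Ctr arrays were used for each oligonucleotide. Genes are not independent replicates, so no p-value is attached. Independent lists of these sizes would share 212 higher and 117 lower genes. This value leaves out the shared controls and so is no measure of chance here. In limma, 20 simulations without any change called 0 genes with both. Their noise was independent between genes, so variation that real arrays share across genes is left out.

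**Figure D2:**
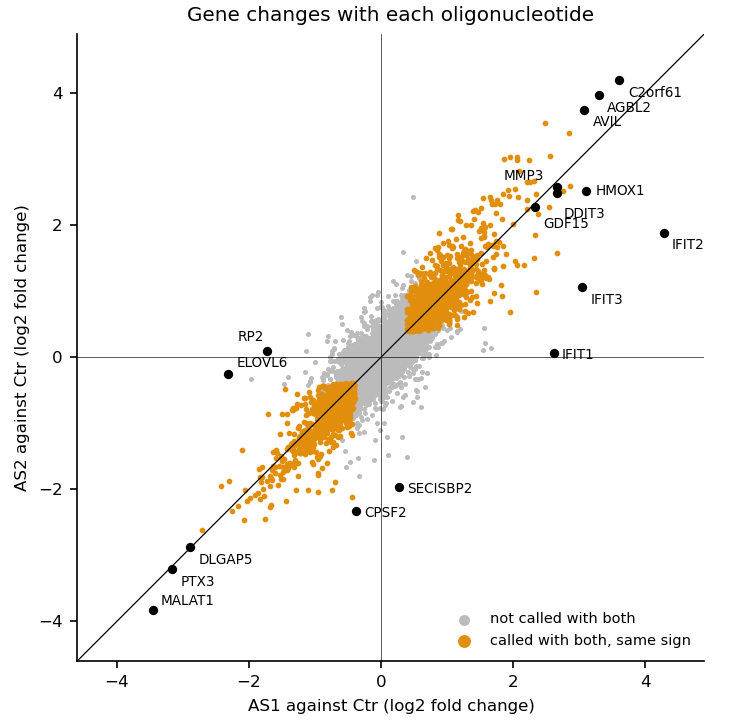
Gene changes with each oligonucleotide, AS1 against Ctr across and AS2 against Ctr upwards (log2). Genes called with both and the same sign (2293) are coloured. The line marks equal change, and IFIT1, IFIT2, IFIT3, ELOVL6, RP2, SECISBP2 and CPSF2 lie away from it.

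Genes of mitosis and DNA replication fell together with both oligonucleotides. Of 51 mitosis and G2/M genes, 45 fell in the mean of both and 0 rose (median -1.03, 39 with each oligonucleotide, 46 adjusted over the list alone), among them the cytokinesis scaffold ANLN (-1.96 ± 0.16), the checkpoint kinase BUB1 (-1.81 ± 0.17), the condensin subunit NCAPG (-1.73 ± 0.16) and the kinetochore genes SPC25 (-1.68 ± 0.24) and CENPE (-1.55 ± 0.17). BUB3, another checkpoint gene, was at -0.22 (adjusted p = 0.218). Of 48 replication and G1/S genes, 31 fell and 1 rose (median -0.60, 24 lower with each, 37 lower and 3 higher adjusted over the list alone). Those that fell include UHRF1 (-1.86 ± 0.14), which maintains DNA methylation at the fork, the cyclin CCNE2 (-1.66 ± 0.19), the polymerase genes POLE2 (-1.58 ± 0.19) and POLA1 (-1.37 ± 0.16), GINS2 (-1.52 ± 0.19) of the replicative helicase and DTL (-1.34 ± 0.17). The 1 that rose was CDK2 (0.46 ± 0.14), the partner kinase of cyclin E, which was not called without AS2 replicate 1 (adjusted p = 0.0558), AS2 replicate 2 (0.123) or Ctr replicate 1 (0.27, adjusted p = 0.344). PCNA, the polymerase clamp, was at -0.09 (adjusted p = 0.644). The camera test gave an adjusted p of 1.65e-25 for mitosis and 1.8e-12 for replication. With an estimated correlation the calls were lost: adjusted p = 0.517 with an estimated correlation for mitosis and adjusted p = 0.662 with an estimated correlation for replication. List means against the Ctr mean were -0.79 and -1.14 (AS1) and -1.07 and -1.20 (AS2) for mitosis, and -0.49, -0.66, -0.63 and -0.70 for replication, while Ctr replicate 2 lay above Ctr replicate 1 by 0.26 for each list.

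Transcription factors of the same program moved in both directions. MYBL2 (B-MYB, -1.24 ± 0.15), E2F8 (-1.22 ± 0.12), FOXM1 (-0.81 ± 0.15), RBL1 (-0.58 ± 0.14) and E2F1 (-0.49 ± 0.11) fell, whereas the repressor E2F7 (1.26 with AS1 and 1.34 with AS2) and TFDP2 (0.61 ± 0.14) rose. Of the 17 factors of the E2F, RB, MYB and FOXM1 list 3 rose and 7 fell, and the list was not called in the mean (median -0.27, camera adjusted p = 0.0763, 3 and 7 adjusted over the list alone). AS2 alone called it (adjusted p = 0.0401, and adjusted p = 0.770 with an estimated correlation). It was also called without AS1 replicate 1 (0.0174) or Ctr replicate 1 (0.00713), and 1 array left out took away the calls of RBL1 (adjusted p = 0.0508 without AS2 replicate 2, 0.1002 without Ctr replicate 2), TFDP2 (0.109 without Ctr replicate 1) and E2F1 (0.0555 without Ctr replicate 1). With the methods' ANOVA after Benjamini-Hochberg MYBL2 (adjusted p = 0.0708), FOXM1 (0.107), RBL1 (0.141), E2F7 (0.0658) and TFDP2 (0.145) did not pass, and at the methods' threshold neither did E2F8 and E2F1.

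DNA repair, histone and chromatin genes were lower as well. In the DNA damage response and repair list 14 of 26 genes fell and 2 rose (median -0.53, 16 and 2 adjusted over the list alone, 13 and 2 with both), with BLM (-1.31 ± 0.18), the kinase ATM (-1.28 ± 0.14), EXO1 (-1.25), FANCI (-1.25) and FANCD2 (-1.17) among those that fell, against the damage adaptor MDC1 (1.75 ± 0.13) and the end-joining factor XRCC4 (0.66 ± 0.14), which rose. Camera gave an adjusted p of 3.15e-05, and adjusted p = 0.662 with an estimated correlation. Of 6 measured histone genes 3 fell and 0 rose (median -0.39, 4 adjusted over the list alone), HIST1H1B by 1.51 and HIST1H1D by 0.92 on the log2 scale (camera adjusted p = 0.00556, and adjusted p = 0.662 with an estimated correlation). Of 20 chromatin and nuclear envelope genes 7 fell and 0 rose (median -0.23, 7 adjusted over the list alone), among them the lamin LMNB1 (-1.68 ± 0.16) and the maintenance methyltransferase DNMT1 (-0.64 ± 0.11) (camera adjusted p = 0.00644, and adjusted p = 0.706 with an estimated correlation). Without Ctr replicate 2 neither the histones (adjusted p = 0.107) nor the chromatin list (0.203) was called. Ctr replicate 2 lay above Ctr replicate 1 by 0.15 (DNA damage), 0.41 (histones) and 0.24 (chromatin) in list mean.

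p53 targets and genes of the ATF4 response rose. Of 35 p53 targets 26 rose and 0 fell (median 0.65, 28 and 0 adjusted over the list alone, 21 higher with each), led by the stress cytokine GDF15 (2.30 ± 0.20), SPATA18 (1.36 ± 0.12), the nuclease AEN (1.12 ± 0.14), TP53INP1 (1.11 ± 0.12), GADD45A (1.05 ± 0.11) and the BH3-only gene PMAIP1 (0.98 ± 0.13). The CDK inhibitor CDKN1A (p21) rose by 0.61 ± 0.11. Camera gave an adjusted p of 1.31e-14, and adjusted p = 0.378 with an estimated correlation. Array means of this list were 0.68, 0.68, 0.57 and 0.72 above Ctr (AS1, then AS2), and the Ctr arrays differed by 0.03. In the ATF4 and amino acid response list 12 of 18 genes rose and 2 fell (median 0.67, 13 and 3 adjusted over the list alone, 9 higher with each), including the stress transcription factor DDIT3 (CHOP, 2.58 ± 0.14), the pseudokinase TRIB3 (1.39 ± 0.14), the amino acid transporter SLC7A5 (0.97 ± 0.12), CTH (0.96 ± 0.18), which makes cysteine, and NUPR1 (0.92 ± 0.11). The 2 that fell were ATF4 itself (-0.84 ± 0.17) and PHGDH (-0.41 ± 0.12), an enzyme of serine synthesis. Camera gave an adjusted p of 2.95e-05, and adjusted p = 0.378 with an estimated correlation, and the Ctr arrays differed by 0.13 in list mean. Without Ctr replicate 1 the rise of CTH was 0.62, and PHGDH was not called without AS1 replicate 1 (adjusted p = 0.0511), AS2 replicate 1 (0.0886), AS2 replicate 2 (0.0948) or Ctr replicate 2 (-0.25, adjusted p = 0.295).

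**Figure D3:**
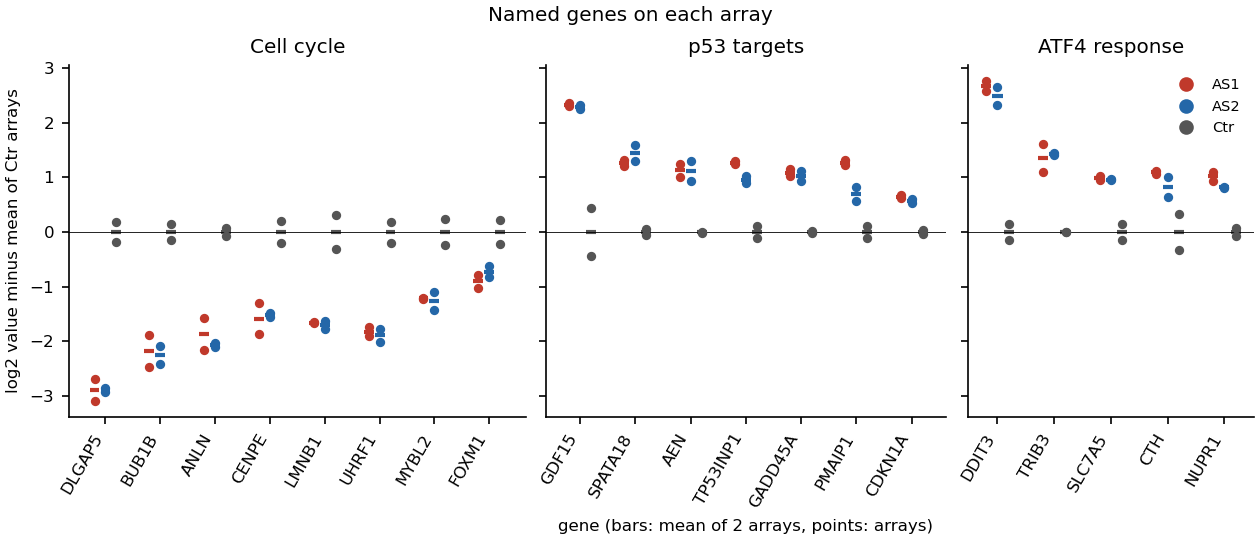
Named genes on each array, as log2 value minus the mean of the Ctr arrays. The cell cycle genes shown lie below Ctr on all 4 oligonucleotide arrays (DLGAP5 -2.88, BUB1B -2.21, MYBL2 -1.24 in the mean). The p53 targets shown (GDF15 2.30, CDKN1A 0.61) and the genes shown of the ATF4 response (DDIT3 2.58, TRIB3 1.39) lie above it. Not shown are E2F7, TFDP2 and CDK2, which rose, PCNA and BUB3, which were not called, and ATF4 and PHGDH, which fell.

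Lipid synthesis and fibroblast identity genes were also tested as lists. Of 27 sterol and fatty acid synthesis genes 11 fell and 1 rose (median -0.16, 11 and 2 adjusted over the list alone). Those that fell include the desaturases SCD (-1.25 ± 0.14) and FADS2 (-0.69 ± 0.11), the fatty acid synthase FASN (-0.76 ± 0.12) and the sterol enzyme LSS (-0.59 ± 0.11). Camera gave an adjusted p of 0.0110, and adjusted p = 0.672 with an estimated correlation. By camera the sterol list was called with AS2 (median -0.27, adjusted p = 0.0011, and adjusted p = 0.577 with an estimated correlation). With AS1 it was not (median -0.07, adjusted p = 0.116). Of 14 contractile and fibroblast markers 6 fell and 1 rose (median -0.17, 6 and 1 adjusted over the list alone), with smooth muscle actin ACTA2 (-0.78 ± 0.15) and PDGFRA (-0.62 ± 0.13) falling (camera adjusted p = 0.0258, and adjusted p = 0.706 with an estimated correlation). This list too was called by camera with AS2 (adjusted p = 0.0130, and adjusted p = 0.631 with an estimated correlation) and not with AS1 (adjusted p = 0.0662). The exceptions were SC5DL (0.36 ± 0.12, now SC5D), a sterol desaturase, and PRRX1 (0.44 ± 0.13), a mesenchymal transcription factor, which rose. In the extracellular matrix list, LOXL1 (2.29-fold lower), a crosslinking enzyme, and the collagens COL3A1 (-1.19 ± 0.15) and COL5A1 (-0.55 ± 0.11) were the 3 of 25 that fell, the gelatinase MMP2 (0.39 ± 0.11) the 1 that rose, and the list was not called in the mean (median -0.20, adjusted p = 0.158, 3 and 1 adjusted over the list alone). AS2 alone called it (adjusted p = 0.0401, and adjusted p = 0.963 with an estimated correlation). Leaving out 1 array moved these lists. Sterol synthesis gave a median of -0.24 without AS2 replicate 2, -0.32 without Ctr replicate 1 and -0.06 (adjusted p = 0.0883) without Ctr replicate 2, and was not called without AS1 replicate 2 (0.0515) or AS2 replicate 1 (0.0509). The contractile list gave -0.26 without Ctr replicate 1 and -0.08 (0.234) without Ctr replicate 2, and was not called without AS1 replicate 2 (0.0523). The matrix list was called without AS2 replicate 2 (0.0109) or Ctr replicate 1 (0.00796). MMP2 was not called without AS2 replicate 2 (0.0826), Ctr replicate 1 (0.0839) or Ctr replicate 2 (0.132), PRRX1 not without AS2 replicate 1 (0.0913), AS2 replicate 2 (0.0809) or Ctr replicate 1 (0.25, adjusted p = 0.360), and SC5DL not in 5 of the 6 cases, at adjusted p = 0.0654 (AS2 replicate 1), 0.113 (AS1 replicate 1), 0.115 (Ctr replicate 1), 0.16 (AS2 replicate 2) and 0.218 (Ctr replicate 2). Ctr replicate 2 lay 0.17 above Ctr replicate 1 in the mean of the contractile list.

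Splicing factors as groups were not called. Of 23 hnRNP genes 3 fell and 1 rose (median -0.04, camera adjusted p = 0.508, 3 and 1 adjusted over the list alone). HNRNPAB (-1.06 ± 0.11), PTBP1 (-0.52 ± 0.11) and HNRNPA0 (-0.46 ± 0.13) fell and the neuronal paralog PTBP2 (1.47 ± 0.16) rose. Of 12 SR genes, SFRS9 (-0.35 ± 0.11, now SRSF9) fell and 0 rose (median -0.01, mean 0.00, test direction up, adjusted p = 0.987, 0 called adjusted over the list alone), and SFRS1 (now SRSF1) was at 0.18 ± 0.12 (adjusted p = 0.341). Of 21 CDK inhibitors and senescence-associated secreted factors 6 rose and 5 fell (median 0.04, adjusted p = 0.550, 7 and 5 adjusted over the list alone), the metalloproteinase MMP3 (2.63 ± 0.20), the cytokines IL8 (1.91 ± 0.18, now CXCL8), IL1B (1.04 ± 0.15) and IL1A (0.91 ± 0.14) and the hormone STC1 (1.47 ± 0.16) rising. The 5 that fell were CCL2, the binding protein IGFBP5 (-0.69 ± 0.14) and the CDK inhibitors CDKN2A (-0.50 ± 0.12), CDKN2B (-0.44 ± 0.13) and CDKN2C (-0.73 ± 0.13). The 11 reference genes gave 0 higher and 1 lower (median 0.01, mean 0.00, test direction down, adjusted p = 0.987, 0 and 1 adjusted over the list alone), the lower one being TUBG1 (-0.72 ± 0.14), a centrosomal tubulin. HNRNPA0 was not called without AS2 replicate 1 (adjusted p = 0.0675), AS2 replicate 2 (0.0955) or Ctr replicate 2 (-0.29, adjusted p = 0.245), CDKN2A not without AS2 replicate 2 (0.0533) or Ctr replicate 1 (0.0954), CDKN2B not without AS2 replicate 1 (0.0787), AS2 replicate 2 (0.0728) or Ctr replicate 1 (0.240), and SFRS9 not whichever array was left out (0.0532 without AS1 replicate 2 to 0.171 without Ctr replicate 1).

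In all, camera called 11 of 25 lists in the mean of both oligonucleotides (3 up and 8 down), 11 with AS1 and 13 with AS2. With an estimated correlation between genes it called 0 in each of the 3 contrasts, with a smallest adjusted p = 0.270 with an estimated correlation in the mean, where 3 lists had an unadjusted p under 0.05. Without Ctr replicate 2 the preset test called 7 lists in the mean.

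**Figure D4:**
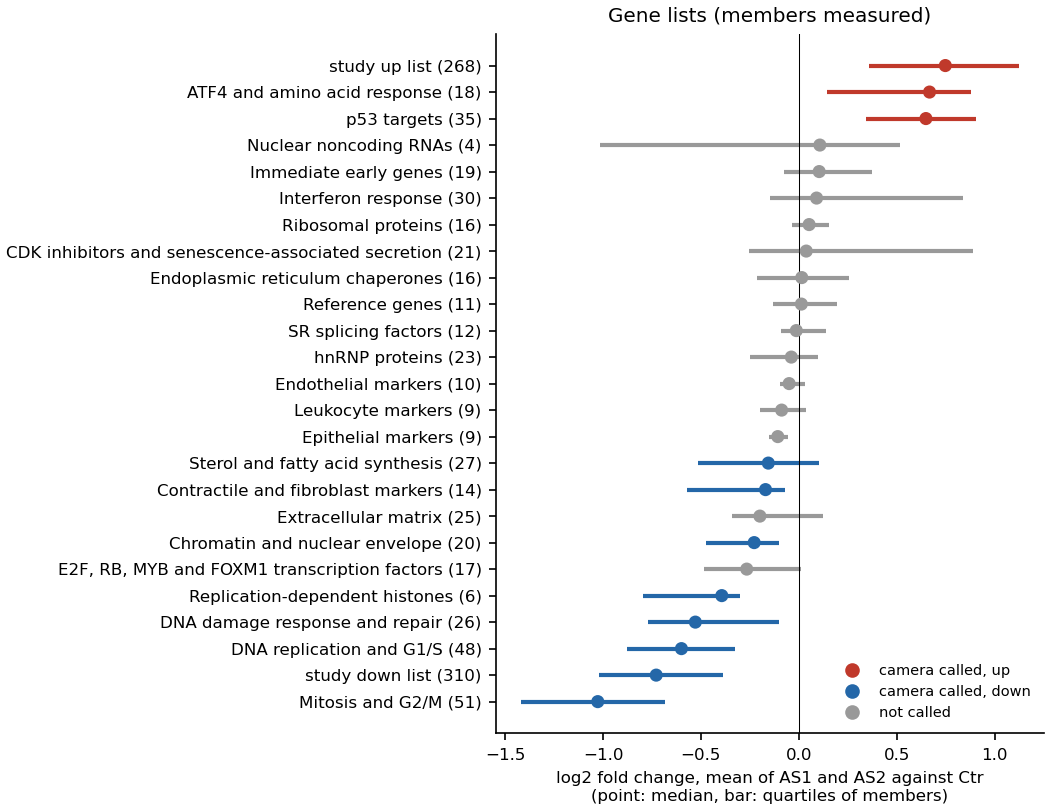
Gene lists with the number of members measured: median log2 change (point) and quartiles of members (bar) in the mean of AS1 and AS2 against Ctr. The mitosis list is lowest (-1.03) and the list that rose with MALAT1 depletion on the study's other arrays highest (0.75), and colours mark the 11 lists called by camera with its preset correlation.

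The study also measured this treatment on Illumina arrays, and genes reported there as lower or higher were looked up. Of the 268 measured genes of the up list 202 rose and 3 fell (median 0.75, 212 and 5 adjusted over the list alone), among them AVIL, HMOX1 and DDIT3. The 3 that fell were ATF4 (-0.84), the cytokine IL18 (-0.77 ± 0.11) and FAM119A (-0.49 ± 0.11, now METTL21A), the last not called without Ctr replicate 2 (adjusted p = 0.0571). Of the 310 measured genes of the down list 232 fell and 1 rose (median -0.73, 261 and 1 adjusted over the list alone, 192 lower with each), among them PTX3, DLGAP5 and BUB1B. The transglutaminase TGM2 was the 1 that rose (1.05 with AS1 and 1.34 with AS2). Camera gave adjusted p-values of 5.61e-44 and 3.52e-43. The calls were lost at adjusted p = 0.270 with an estimated correlation for the up list and adjusted p = 0.420 with an estimated correlation for the down list. These lists were chosen on other arrays of the same treatment and cell line, so they are no independent evidence of direction.

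The next comparison asks where AS1 and AS2 gave different levels. IFIT1, an interferon-induced RNA-binding protein, was at 2.61 with AS1 and 0.06 with AS2 (difference -2.55, adjusted p = 0.000643), IFIT2 at 4.28 and 1.89 (-2.39, adjusted p = 0.00078), IFIT3 at 3.05 and 1.06 (-1.99, adjusted p = 0.00643) and HERC5, the ligase for the ubiquitin-like ISG15, at 2.35 and 0.99 (-1.36, adjusted p = 0.00781). SECISBP2, needed for selenoprotein synthesis, fell with AS2 and not with AS1 (-1.97 against 0.27, difference adjusted p = 0.000308), as did the cleavage and polyadenylation factor CPSF2 (-2.33 against -0.38, adjusted p = 0.000308). The reverse held for the fatty acid elongase ELOVL6 (-2.32 with AS1, -0.25 with AS2, adjusted p = 0.000643), RP2 (-1.73 and 0.09, adjusted p = 0.000308), the RNA helicase BAT1 (-1.97 and -0.33, adjusted p = 0.00133) and WDFY2 (-1.10 and 0.35, adjusted p = 0.000902). MRGPRX4 was higher with AS2 (2.43 against 0.49, adjusted p = 0.00556).

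Limma called 166 genes as different between the oligonucleotides, 88 higher with AS2 and 78 higher with AS1 (1447 at an unadjusted p under 0.05). Without AS2 replicate 1 it called 13 and without AS2 replicate 2, 20, in fits where AS2 adds no spread, and 274 without either Ctr array, where all arrays compared remain and only the spread of Ctr is gone. IFIT3 (adjusted p = 0.118), BAT1 (0.0695), WDFY2 (0.0578) and MRGPRX4 (0.0934) did not pass without AS2 replicate 1, nor did MRGPRX4 without AS2 replicate 2 (0.159).

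The last comparison asks which genes had exon probesets that changed by different amounts. In DDX3X, a DEAD-box RNA helicase, probeset 3974889 rose from 3.95 in Ctr to 8.65 with AS1 and 9.79 with AS2, while the gene mean moved by 0.61 and 0.75. In CD44, the hyaluronan receptor, probeset 3326696 rose by 2.85 and 2.73 against 0.54 and 0.55 for the gene, and in vinculin, VCL, probeset 3252128 rose by 2.22 and 2.14 against -0.22 and -0.40. TTLL7, a tubulin glutamylase, fell by 1.27 in the mean of both as a whole, and at probeset 2420282 by 5.06 with AS1 and 4.88 with AS2, and in COBLL1 probeset 2584853 was at -3.13 and -4.30 against 0.44 and 0.23. The kinesin KIF1B (2319743, 1.86 and 2.01 against 0.86 and 0.84), the guanine nucleotide exchange factor DOCK9 (3522580, -0.16 and -0.06 against 1.93 and 2.44), the deubiquitinase USP34 (2555374, -1.22 and -1.31 against 0.48 and 0.51), SYNE1 of the nuclear envelope (2979907, 2.34 and 2.03 against 0.60 and 0.73) and AGBL2 (3372427, 6.47 and 7.11 against 3.30 and 3.97) complete the 10 genes of smallest p, with F test adjusted p-values from 1.49e-40 (DDX3X) to 7.1e-24 (VCL). The F test pools its spread over the probesets of a gene, so these p-values are no measure of reproducibility between arrays. When each probeset was set against its gene on the same array (splicing index), adjusted p-values were far larger. They were 0.00424 (AS1) and 0.00233 (AS2) for DDX3X, and 0.0253 and 0.0153 for KIF1B. Of the 10 genes, SYNE1 alone did not pass by the splicing index (adjusted p = 0.12 and 0.247). Without Ctr replicate 1 the probeset named in SYNE1 deviated by 0.83. The probesets named in DDX3X (3.95), AGBL2 (3.24) and SYNE1 (5.36) lie in Ctr below the brightness limit of 5.44 and pass it only in the mean of all arrays, so the sizes of their rises are uncertain, as are those of the falls in CENPE (probeset 2780220, to 2.92 and 2.61), TTLL7 (to 4.49 and 4.66) and COBLL1 (to 4.79 and 3.62), and with a gene filter on all probesets of a gene, chosen after the results were seen, AGBL2 and TTLL7 were not among the 7844 genes tested.

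**Figure D5:**
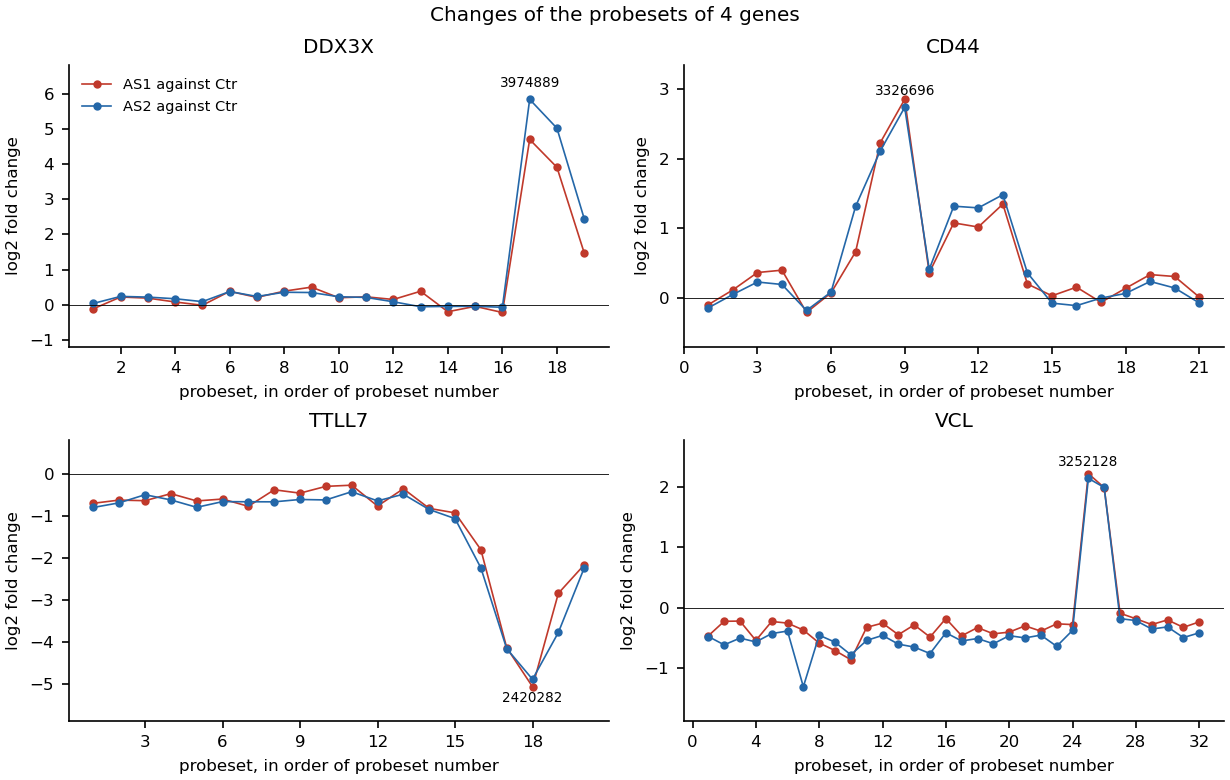
Changes of the probesets of 4 genes, in order of probeset number, with AS1 and AS2 against Ctr. Probesets that lie together move apart from the rest of the gene with both oligonucleotides: 3974889 in DDX3X (4.70 and 5.84), 3326696 in CD44 (2.85 and 2.73), 2420282 in TTLL7 (-5.06 and -4.88) and 3252128 in VCL (2.22 and 2.14).

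MYBL2 had unequal probeset changes by the F test (adjusted p = 0.0146 with AS1 and 0.00061 with AS2): its probeset 3886226 was at -0.02 and -0.07 while the gene fell by 1.21 and 1.26, a deviation of 1.29. Its splicing index did not pass (adjusted p = 0.0676 and 0.0651), and it was not called with both oligonucleotides without AS1 replicate 1, AS1 replicate 2, AS2 replicate 2 or Ctr replicate 2. CENPE and CTAGE5 (now MIA2) were too dim for this test and were looked at without the filter on dim probesets, where CENPE was called with each (adjusted p = 9.28e-08 and 3.14e-07; probeset 2780220 at -3.57 and -3.89 against -1.59 and -1.52) and CTAGE5 with AS1 only (0.00771 and 0.285). CTAGE5 as a gene rose by 0.52 ± 0.12, a call lost without Ctr replicate 2 (adjusted p = 0.0618).

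The F test called 2737 of 9688 genes (28.3%) with AS1, 1683 (17.4%) with AS2 and 1365 (14.1%) with both, and 2346 of 130668 probesets deviated from their gene with both (1296 up, 1050 down). Of the 1365 genes, 667 were also called at gene level with both oligonucleotides and 698 were not. By the splicing index 226 genes (2.33%) and 610 probesets were called with both. Counts fell by over 1.5 times when 1 array, and with it the spread of its group, was left out: with AS1 to 863 (without Ctr replicate 1), 1107 (AS1 replicate 1) and 1539 (AS1 replicate 2), with AS2 to 727 (AS2 replicate 2) and 937 (Ctr replicate 1), with both to 588 (Ctr replicate 1), 612 (AS2 replicate 2), 817 (AS1 replicate 1) and 875 (AS1 replicate 2), and for probesets to 995 (AS2 replicate 2), 1097 (Ctr replicate 1), 1342 (AS1 replicate 1) and 1486 (AS1 replicate 2). A ratio within an array shows unequal change and does not show which transcript changed. Called with both were 47.3% of the 226 tested genes of the study's up list, 12 of 34 p53 targets (35.3%), 54 of 256 genes of the down list (21.1%) and 9 of 40 mitosis genes (22.5%). Calls go with the size of a gene's change in level (51.8% of genes changed over 2-fold were called), and Fisher's test against all tested genes does not allow for this, so no over-representation is read from these shares.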

Values the study reported

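On exon arrays of MALAT1-depleted WI-38 cells, the study reports altered alternative splicing in ∼15% of genes, and its methods count genes up or down by more than 2-fold at p<0.001 by ANOVA as significant. On other arrays, in triplicate, it gives a common set of 413 mRNAs lowered at least 2.5-fold and ∼390 genes raised at least 2.5-fold after MALAT1 depletion. Its methods and table titles give this cutoff as a Z-ratio of 2.5, a standardized difference and not a fold change. By flow cytometry the share of cells in G1 was 59% with the scrambled oligonucleotide, 72% with AS1 and 68% with AS2. It reports lower lamin B1 and B-MYB, and altered splicing of B-MYB and CENPE transcripts.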

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

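The 3 tests on the interferon genes, and the comparisons of gene lists between AS2 and AS1 and of arrays within a group, were chosen only after the results they bear on were seen.

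Interferon response genes were higher with AS1 than with AS2: the median difference of the 30 list members was -0.46 (AS2 minus AS1, camera adjusted p = 7.8e-27, and adjusted p = 0.303 with an estimated correlation), and 10 members were called higher with AS1. The direct difference between the oligonucleotides drew attention to it, as it did for IFIT1 (-2.55), IFIT2 (-2.39), IFIT3 (-1.99), HERC5 (-1.36) and RSAD2 (-1.09). An offset or scaling of whole arrays is argued against, as the list median lay 0.49 below that of 1000 drawn sets of other genes of like level (sets at -0.09 to 0.13), a gap (-0.488) that no offset or scaling by level makes. One aberrant array is argued against for the list as a whole. Its means against Ctr were 0.59 and 0.88 on the AS1 arrays and -0.13 and 0.05 on the AS2 arrays. Arrays of the same oligonucleotide thus lay closer to each other than to those of the other. In fits without 1 AS1 or AS2 array the list median stayed at -0.75 to -0.39, where leaving out the aberrant array would remove the difference. The number of members called higher with AS1 did not decide. Without AS2 replicate 1 it fell between the bounds of at most 1 and at least 3 set for the test. A deeper loss of MALAT1 with AS1 stays open, though the estimate runs the other way. MALAT1 was lower with AS2 than with AS1 (-0.37 in AS2 against AS1, limma adjusted p = 0.863 on 4 arrays), a difference not beyond its spread. A response to the AS1 molecule is open too, as a hypothesis without a test here. That molecule may differ from AS2 in how it is sensed by the cell.

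Many genes that rose most were dim in control cells: 96 of 234 genes that rose over 2-fold with both oligonucleotides lay in the lowest 33.3% by Ctr level, and 15 dim genes fell over 2-fold. In the 96 genes a median of 83.3% of a gene's probesets rose by over 0.5 with both oligonucleotides (quartiles 75 and 94.4). Their rises were thus not confined to a few probesets. The genes were picked for a rise over 2-fold in the mean of their probesets, which favours a high share. No other genes were set beside them, so the share is a description and a weak test. Transcription running on from a bright neighbouring gene is a candidate explanation that passed its test: 58.9% of the 95 placed genes have an adjacent measured gene in the top 33.3% of Ctr levels, against 43.6% of 4386 dim genes that were not called (one-sided Fisher p = 0.0021, odds ratio 1.86, 95% interval 1.21 to 2.88). Among the highest genes AGBL2 lies between MTCH2 (10.2) and FNBP4 (9.02), AVIL beside CTDSP2 (10.09), C2orf61 beside MCFD2 (10.8), ALS2CR12 beside TRAK2 (10.0), IFIT2 beside LIPA (9.61), TTC23L beside RAI14 (9.73) and ACRC beside OGT (8.51), while ZNF578 (neighbours at 7.82 and 5.68) and SLC16A14 (4.92 and 8.01) have none above the limit of 8.07, and all of these but AGBL2 have at least 1 neighbour below it. Strand, distance and gene density were not tested, so this stays a hypothesis, and no biological explanation other than this was tested.

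The number of genes with unequal probeset changes (1365 with both oligonucleotides) depends on how the F test pools its spread. In 4 contrasts between arrays of the same group the test called 1, 0, 0 and 1241 genes (median 0.5), and the low median that was to argue against a too generous test is no fair bound, since it hides the last contrast, so a too generous test cannot be told apart from real unequal changes by it. That contrast (AS1 replicate 1, AS2 replicate 2 and Ctr replicate 2 against the others) called 0 genes at gene level in limma, with 30.6% at an unadjusted p under 0.05, and 0 by the splicing index, with 1879 at an unadjusted p under 0.05. Among the probesets kept, the dimmest 33.3% changed less than the brightest 33.3% in 30.3% of 284 genes changed at least 2-fold. This test cannot decide on compression of dim probesets, as the brightness filter had already removed the dimmest ones. Levels were also means over all arrays, with the changed ones included, and changes were compared without their sign. Calls were not confined to genes with a changed level, as 267 (6.30%) of 4239 genes that changed under 1.2-fold were called. The shares were 14.1% of all genes and 51.8% of those changed over 2-fold. The share called thus rose with the size of a gene's change in level. The 6.30% lies between the bounds set for the test, which does not decide how far unequal changes are separate from changes in level. Calls in genes of unchanged level may also be false, as the contrast that called 1241 genes (12.8%) holds no group difference.

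Limma called 166 genes as different between AS2 and AS1, picked out by the direct test of the difference. By the same test these differed among the named genes, as AS2 minus AS1 in log2: SECISBP2 (-2.24), CPSF2 (-1.95) and ATM (-0.78) were lower with AS2, and ELOVL6 (2.07), MRGPRX4 (1.94), RP2 (1.82), BAT1 (1.64), WDFY2 (1.45), TTC23L (1.06), CD79A (0.72), AVIL (0.67) and AGBL2 (0.67) were higher with AS2. Without AS2 replicate 1 the count was 13, and without AS2 replicate 2 it was 20, in fits where the remaining AS2 array adds no spread of its own. With the preset correlation camera called 10 of 25 lists, all lower with AS2, with a smallest adjusted p = 0.303 with an estimated correlation: besides the interferon genes these were the study's down list (adjusted p = 3.37e-06), mitosis (9.82e-05), the ATF4 response (0.000137), immediate early genes (0.000524), sterol synthesis (0.0021), CDK inhibitors and senescence-associated secretion (0.0021), extracellular matrix (0.00987), replication (0.0115) and chaperones (0.0188). Among the 15699 probesets that carry no single gene symbol and enter no gene comparison, 436 were called with both oligonucleotides (244 higher, 192 lower, 2.78% against 4.50% of probesets with 1 symbol), a signal outside the main measurement.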

How the results depend on the processing

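The array set block and the gene filter on all probesets were chosen only after the data were seen. Direction and call of named results were the same in most settings: 2879 values of named genes kept both, 420 lost the call, 52 gained one and 9 turned, and among lists 227, 18, 5 and 25. For genes called with both oligonucleotides the count was 1466 with the median of probesets (AS2 against AS1: 31), and at least 1 probeset gave 110 for AS2 against AS1. The methods' ANOVA without moderation, after Benjamini-Hochberg, called 142 (AS1), 436 (AS2), 1032 (mean), 124 (both) and 0 (AS2 against AS1, with 1336 by this ANOVA at unadjusted p under 0.05), and at the methods' threshold 105, 147, 152, 72 and 8. Without moderation MALAT1 (-3.64) did not pass in either, 89 and 118 other named genes lost their call (90 and 61 kept their result), and so did 10 and 8 of the named oligonucleotide differences. The methods' threshold in limma gave 525, 637, 555, 391 and 57, fewer by construction. AS2 against AS1 gave 398 with the trend and robust options, 274 with only its 2 groups, and 84 with the replicate block, where 1753 genes were called with both and 1087 had unequal probeset changes with both, MYBL2 not among them. Replicate numbers did not pair the samples (correlations of same numbers -0.34, -0.51 and 0.39 between groups). A block of the array of each group with the lower first quartile gave 4944 (AS1), 4884 (AS2), 5606 (mean), 3591 (both) and 553 (AS2 against AS1), and for unequal probeset changes 4559, 2877 and 2472 with both, and 4813 probesets. It was defined from the data, so these counts are no independent evidence. With an estimated correlation camera called 0 lists, with 3 at unadjusted p under 0.05. By the splicing index 292 (AS1), 432 (AS2) and 226 (both) genes and 610 probesets passed. Leaving out each array in turn gave 2252 to 2794 genes with AS1, 1259 to 3581 with AS2, 2551 to 3979 in the mean, 1019 to 2057 with both, 13 to 274 for AS2 against AS1, MALAT1 at -3.99 to -3.29, r of 0.82 to 0.889, 7 to 13 lists, unequal changes in 863 to 2766 (AS1), 727 to 1636 (AS2) and 588 to 1429 (both) genes, and 995 to 2575 probesets, with a lone array assumed to vary like the other groups. Leaving out an array outside a contrast takes away only its group's spread, and so the upper ends 3581 and 274 equal fits to only the groups compared. Directions turned only for results not called before: with the median of probesets SFRS2 (0.0721), YWHAZ (-0.098), and the reference (0.0210), epithelial (-0.0608) and leukocyte (-0.13) lists, with brighter probesets PTPRC (0.0507), and with brighter genes the SR (0.0027), chaperone (0.0151) and endothelial (-0.0320) lists. Leaving out 1 array turned DLEU2 (-0.50 to 0.22), HIST1H1A (-0.57 to 0.36), PCNA (-0.21 to 0.0293), SFTPB (-0.28 to 0.0407) and EGFL7 (-0.22 to 0.0663), with opposite ends without Ctr replicate 1 and without Ctr replicate 2 for each. It turned the SR (-0.10 to 0.0958), hnRNP (-0.14 to 0.0606), chaperone (0.0171 to 0.0559), noncoding RNA (-0.095 to 0.31), reference (-0.0433 to 0.0692), epithelial (-0.28 to 0.0407), endothelial (-0.17 to 0.0651) and leukocyte (-0.19 to -0.0205) lists in 1 or more fits. For lists the value is the median, and the direction that turned is that of the test. Where not given, the cause was not tested. With the gene filter on all probesets 1219 genes had unequal changes with both. Signal near background limits what can be measured for dim genes and probesets, and the 1.5-fold changes recovered for 19 of 50 simulated genes bound what 2 arrays per group detect.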

Other observations

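The list of NRF2 targets and the tests on it and on the genes differing between the oligonucleotides were chosen after the genes concerned were seen.

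Several further groups had members that changed while the group as a whole was not called in the mean of both oligonucleotides. Among 30 interferon response genes 8 rose and 6 fell (median 0.09, adjusted p = 0.139, 9 and 6 adjusted over the list alone), with RSAD2 (2.12 ± 0.19), IFIT3 (2.05 ± 0.22) and HERC5 (1.67 ± 0.16) higher and the guanylate-binding protein GBP2 (-1.54 ± 0.13) lower. The list was called with AS1 (median 0.28, 10 higher and 2 lower, adjusted p = 0.00011, and adjusted p = 0.543 with an estimated correlation) and in the mean without AS1 replicate 1 (adjusted p = 0.00837), while AS2 gave a median of -0.05 with 5 higher and 8 lower (adjusted p = 0.537). Of 19 immediate early genes 5 rose and 1 fell (median 0.10, adjusted p = 0.158, 6 and 2 adjusted over the list alone), IER3 (1.13 ± 0.11) and the nuclear receptor NR4A1 (1.11 ± 0.11) most, and AS1 alone called the list (adjusted p = 0.0232, and adjusted p = 0.543 with an estimated correlation). Of 16 endoplasmic reticulum chaperones 3 rose and 2 fell (median 0.02, adjusted p = 0.933, 3 and 2 adjusted over the list alone), the chaperone HYOU1 falling (-0.93 ± 0.11). Among 4 nuclear noncoding RNAs the snoRNA host SNHG12 (1.01 ± 0.13) and TUG1 (0.36 ± 0.11) rose and MALAT1 fell (median 0.11, mean -0.60, test direction up, adjusted p = 0.933, 2 and 1 adjusted over the list alone). TUG1 was called in full and without AS1 replicate 2, but not without AS1 replicate 1 (adjusted p = 0.0887), AS2 replicate 1 (0.0648), AS2 replicate 2 (0.132), Ctr replicate 1 (0.226) or Ctr replicate 2 (0.108).

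Ribosomal protein genes and markers of other cell types moved little as groups. Of 16 ribosomal protein genes RPL27 (0.53 ± 0.12) and RPS24 (0.42 ± 0.13) rose (median 0.05, camera adjusted p = 0.609, 1 and 0 adjusted over the list alone), RPL27 not without Ctr replicate 1 (adjusted p = 0.0978) and RPS24 not without AS1 replicate 1 (0.0709), AS2 replicate 1 (0.112), AS2 replicate 2 (0.112) or Ctr replicate 1 (0.23, adjusted p = 0.421). Of 10 endothelial markers ESAM (0.90 ± 0.11) and PECAM1 (0.76 ± 0.12) rose and TEK (-0.61 ± 0.15) fell, the last not without Ctr replicate 1 (adjusted p = 0.0599), with a median of -0.05, a mean of 0.06 and test direction up (adjusted p = 0.933, 2 and 1 adjusted over the list alone). Of 9 epithelial markers CLDN4 rose (0.96 ± 0.11) (median -0.11, mean 0.01, test direction down, adjusted p = 0.987, 1 and 0 adjusted over the list alone), and of 9 leukocyte markers CD79A rose (1.64 ± 0.11) (median -0.09, mean 0.10, test direction up, adjusted p = 0.987, 1 and 0 adjusted over the list alone).

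HMOX1 is a known NRF2 target, and a rise of NRF2 targets as a group was taken as a hypothesis for its place among the highest genes. Of 16 measured NRF2 targets 10 rose and 2 fell (median 0.65, camera adjusted p = 0.00147, and adjusted p = 0.295 with an estimated correlation), with the transporter ABCC2 (1.53 ± 0.11), the reductase AKR1B10 (1.12 ± 0.17), SRXN1 (0.86 ± 0.12), which repairs peroxiredoxins, and the ferritin subunit FTL (0.83 ± 0.17) higher, against AKR1C2 (-1.43 ± 0.18). The result holds HMOX1 itself, and the preset correlation is needed for the call. It fits a shared response of these genes, which may have causes other than NRF2.

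Another hypothesis was that genes differing between AS1 and AS2 are unintended RNAs lowered by one oligonucleotide, which would make most of them falls. Of 108 genes that differed between the oligonucleotides and were called against Ctr with one of them only, 59 fell (54.6%, 27 with AS1 and 32 with AS2) and 49 rose (21 and 28). This lies between the bounds of over 75% for the hypothesis and 50% or fewer against it, so lowering of unintended RNAs cannot be told apart from responses of other kinds, as sequences of the oligonucleotides were not used here. Another 57 of the 166 genes were called with both and 1 with neither.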
